A study of Rhizophagus irregularis with 35 samples.

How the data were processed

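Spores of the arbuscular mycorrhizal fungus Rhizophagus irregularis, strain DAOM197198, gave 20 poly(A) RNA libraries, 14 small RNA libraries and 1 nanopore library of genomic DNA. The poly(A) libraries form 5 groups of 4: spores frozen before treatment (0 h), and spores kept for 24 h or 48 h in a mock solution (diluted Hoagland's nutrient solution) or in sterilised rice exudate. The small RNA libraries come from experiment 1, with 4 libraries from oxidised RNA and 4 untreated, and from experiment 2, with 3 libraries made from RNA isolated on a column for RNAs bound to Argonaute proteins and 3 untreated. Replicate numbers were taken from the labels. The 3 column libraries share 1 heading in the table, so they were assigned to their group without replicate numbers and are called a, b and c in the order of the columns.

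Per the file headers, read pairs were counted over whole gene features with featureCounts without regard to strand, and pairs with several alignments were divided as fractions between them, so the deposited values need not be whole; 90.4% of them are. These deposited values are expected counts only in that sense, and no model estimated them. The aligner is not given in the sources used here. The table holds 21269 genes on 177 contigs, of which 2053 had no counts in any of the 20 libraries. It holds 2 further columns with ColMaize in their headings, which match no sample label, and these were used in no comparison. The deposited table of transposable elements (TEs) holds whole-number counts for 4253 entries named by family, superfamily and class; 982 had no counts. The deposited small RNA table holds whole-number counts for 3496 loci on 140 contigs, with a size call and a strand for each. For neither table do the sources used here give the counting tool or the treatment of reads with several alignments. The deposited nanopore table gives, per CpG site and strand, the counts of reads called methylated and unmethylated, the coverage, their ratio as a fraction, and summed per-read probabilities as a score; the base caller and the methylation caller are not given in the sources used here. Coordinates are on the contigs named in the files.

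None of the 21269 gene identifiers matched the reference table of 30147 genes, so genes are named by identifier and no list of small RNA or DNA methylation pathway genes could be formed by product name. A set check that needs such names is void.

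Gene counts were rounded to whole numbers. Genes, TE entries and small RNA loci were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr with the group factor) in R 4.3.3, with Benjamini-Hochberg adjustment within each table and comparison and a threshold of 0.05. All 20 poly(A) libraries entered 1 fit with 1 coefficient per group. TE entries took their library sizes and TMM factors from the gene table, so that a shift of all TE entries together is kept. Each small RNA experiment was fitted alone. Standard errors (SE) of log2 fold changes were obtained as the fold change divided by the square root of the F statistic. CPM values were computed by edgeR with TMM-scaled library sizes. Beside a group with no counts, folds were computed as lower bounds against a floor of 3 counts over the group, and no fitted fold is given. The share of TE counts in gene plus TE counts was compared with two-sided exact permutation tests over the 70 assignments of 4 and 4 libraries, and 4 such tests were adjusted together. The smallest p these can give is 0.0286.

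Named items were chosen by a rule fixed before the data were examined: per comparison and table, the 3 largest positive and 3 largest negative log2 fold changes among those past the threshold, without overlap between the libraries of both groups, and with a mean log2 CPM of at least 1. For length, only the first 2 per direction are given for genes and for small RNA loci. The design, the tests and the alternatives were also fixed before the data were examined. A gene set test over TE classes (fry in limma 3.58.1, adjusted over 20 tests), the alternative methylation level from summed probabilities, and most explanations tested in the closing part were added afterwards.

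Methylation levels are methylated reads over coverage, at site and strand positions with at least 10 reads. Sites with a level of at least 0.5 were counted as methylated. Intervals at 95% are Wilson intervals, which cover counting error only, or for gene bodies, small RNA loci and the remainder, intervals from 1000 resamplings of contigs. Genes and loci were given a level where they held at least 10 such positions. Positions near ribosomal RNA genes were located with 5 marker sequences of 17 bases from the conserved ends of 18S, 5.8S and 28S rRNA, matched to the 17-base sequence given at each CpG site; 3 of them matched 10 places on 8 contigs and the other two matched none. A small RNA locus counted as near rRNA within 2000 bp before or 5000 bp after a match. Overlaps of intervals were found with bedtools 2.31.1, with no minimum length.

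The tests were tested on simulated data, with 200 entries changed 1.5-fold, 2-fold or 4-fold. For genes in the 24 h exudate comparison, 25.4%, 58.2% and 65.2% of these were recovered over 14716 genes, and 6.6% of calls were false. For TE entries in that comparison the values were 17.9%, 31.3% and 69.7% over 2038 entries, with 3.7% false calls. At 48 h, 59.7% of genes changed 2-fold and 31.3% of such TE entries were recovered. For small RNA loci changed 2-fold, 71.6% were recovered in the oxidation comparison over 3297 loci and 52.2% in the column comparison over 3157 loci. The methylation code recovered levels of 19.9% and 49.8% from sites simulated at 20% and 50%.

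Alternatives changed 1 choice at a time: RLE size factors or library totals in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter or a filter at 1 CPM, only the libraries compared, a block for the replicate number, each library left out, a threshold of 0.01, other scalings for TE entries, all 14 small RNA libraries in 1 fit, and for methylation a coverage minimum of 5 or 20 reads, unweighted means and other levels for calling a site methylated. Other divisions of the same libraries into groups were fitted as well. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

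Total gene counts ranged from 15716566 to 24713968 per poly(A) library, TE counts from 923669 to 1818002, and small RNA counts from 1528252 to 21806252. Mean nanopore coverage was 21 reads per position, and 97.5% of positions reached the minimum of 10. Sequencing reads were not analysed here, and molecules were not counted apart from their copies, so intervals and floors cover counting error only.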

Results

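Transcripts, small RNAs and CpG methylation were measured in spores of Rhizophagus irregularis, a fungus that lives in symbiosis with plant roots. Poly(A) RNA was sequenced from 5 groups of 4 spore samples: before treatment (0 h), and after 24 h or 48 h in mock solution or in sterilised rice exudate, the solution of compounds that plant roots release. The 0 h libraries held 18251467, 24713968, 20551042 and 19844687 gene counts. The 24 h mock libraries held 20694062, 15716566, 20313122 and 23897557, and the 24 h exudate libraries 21467754, 20529551, 17297955 and 17774386. At 48 h the mock libraries held 16220581, 18632574, 18112451 and 18668015 and the exudate libraries 18478900, 19099402, 17910908 and 18497538. Counts in the separate TE table were between 923669 and 1818002 per library, and some reads may be counted in both tables. Small RNA loci took 5489205, 4118771, 2442585 and 3541399 counts in the untreated libraries of experiment 1 and 9359680, 4655808, 7448618 and 6815298 in the oxidised ones. In experiment 2 they took 3243081, 4580848 and 4454107 counts in the untreated libraries and 1528252, 21806252 and 16433561 in the column libraries a, b and c. The nanopore library had no replicate and covered 5741657 CpG positions, counted per strand, with a mean of 21 reads.

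The response to plant exudate was addressed by comparing exudate with mock at each time. At 24 h, 67 of 15031 genes tested passed an adjusted p of 0.05 in edgeR, 39 higher and 28 lower with exudate, and 22 of them changed at least 2-fold. This count moved most with DESeq2, which called 294 genes, and fell to 18 when only the 8 libraries compared were fitted. It also depended on single libraries: 232 genes were called without 24 h mock replicate 4, and 28, 42 and 37 without 24 h mock replicates 1, 2 and 3. Without 24 h exudate replicate 1 or 3 it was 41 or 32. The 2 genes with the largest increases under the naming rule were g18058 and g12540. Gene g18058 (contig BDIQ01000067.1, 726090 to 727952) rose from 4.29 ± 0.52 CPM in mock to 12 ± 3.45 CPM (SD, n = 4) with exudate, a log2 fold change of 1.48 (SE 0.302, edgeR adjusted p 0.0263). Gene g12540 (contig BDIQ01000050.1, 573527 to 575369) rose from 10.2 ± 3.76 to 26.5 ± 3.86 CPM (SD, n = 4), with a log2 fold change of 1.37 (SE 0.26, edgeR adjusted p 0.0153). Gene g14958 (contig BDIQ01000070.1, 2677282 to 2677882) was lower with exudate, at 0.551 ± 0.455 against 4.73 ± 4.68 CPM (SD, n = 4), with a log2 fold change of -3.02 (SE 0.624, edgeR adjusted p 0.0287). Gene g9421 (contig BDIQ01000010.1, 606796 to 607908) was at 7.96 ± 4.99 against 43.5 ± 1.88 CPM (SD, n = 4), with a log2 fold change of -2.45 (SE 0.346, edgeR adjusted p 0.00141). When only the 8 libraries compared were fitted, none of these 4 genes was called, with edgeR adjusted p values of 0.0868, 0.0918, 0.279 and 0.0501. Gene g18058 was also not called without exudate replicate 2, 3 or 4 or mock replicate 1, 2 or 3, with edgeR adjusted p values up to 0.102 in these fits. Gene g12540 was not called without exudate replicate 3 or mock replicate 1 or 2, with edgeR adjusted p values up to 0.0799 there. Gene g14958 was not called without exudate replicate 2 or 3 or mock replicate 1 or 2, with edgeR adjusted p values up to 0.121 there. Its log2 fold change was -3.60 without exudate replicate 1 and -2.14 without mock replicate 2.

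At 48 h, 164 of 15031 genes passed the edgeR threshold, 39 higher and 125 lower with exudate, and 75 changed at least 2-fold. A fit of only the 8 libraries compared called 40 genes. With all groups in the fit, the count was 79 without 48 h mock replicate 2 and 87 without 48 h mock replicate 4. It was 87 without 48 h exudate replicate 1 and 101 without 48 h exudate replicate 4. Gene g3031 (contig BDIQ01000077.1, 686396 to 687975) was at 39.0 ± 21.7 CPM with exudate and 2.31 ± 2.04 CPM in mock (SD, n = 4), with a log2 fold change of 4.08 (SE 0.664, edgeR adjusted p 0.00262). Reads with several alignments gave it fractional counts in 25% of libraries, and without mock replicate 2 its log2 fold change was 4.86. Gene g13201 (contig BDIQ01000132.1, 415285 to 416133) was at 190 ± 55.1 against 47.5 ± 2.52 CPM (SD, n = 4), with a log2 fold change of 2.00 (SE 0.218, edgeR adjusted p 6.11e-05). Gene g15493 (contig BDIQ01000123.1, 2512791 to 2513093) had 131 counts over the exudate libraries and 5076 over the mock libraries, and its log2 fold change was -5.38 (SE 1.23, edgeR adjusted p 0.0387). Its mean of 71.5 ± 91.8 CPM in mock (SD, n = 4) was set by replicate 2, at 209 CPM, and without that library its log2 fold change was -3.90 and its edgeR adjusted p 0.142. Gene g12925 (contig BDIQ01000192.1, 461578 to 463026) had 17 counts with exudate and 548 in mock, with a log2 fold change of -5.07 (SE 1.2, edgeR adjusted p 0.0448). When only the 8 libraries compared were fitted, g15493 and g12925 were not called, with edgeR adjusted p values of 0.155 and 0.188. Without exudate replicate 1, 2 or 4 both were also not called, with edgeR adjusted p values up to 0.106 for g15493 and 0.132 for g12925. Gene g12925 was further not called without mock replicate 2, 3 or 4, with edgeR adjusted p values of 0.156, 0.0558 and 0.0519. Without mock replicate 2 the log2 fold change of g12925 was -3.88. All exudate counts of both genes were in replicate 3. With that library left out, g15493 was at least 1405-fold and g12925 at least 150-fold lower with exudate, against a floor of 3 counts over the other 3 libraries. With mock replicate 2 left out as well, these limits were 503-fold and 65.5-fold. They cover counting error only and do not hold for all 4 exudate libraries. Replicate 3 held g15493 at 6.96 CPM and g12925 at 0.904 CPM. The calls for g3031 and g13201 held at an adjusted p of 0.05 under all 15 alternative fits.

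Between both times, 23 genes were called at 24 h and at 48 h, where 0.73 were expected from independent calls. Of these 23, 16 were lower and 7 higher at both times. Both calls came from 1 fit that shares the spread estimate of each gene. They are thus not independent, and 0.73 may be too low. Of the 67 genes called at 24 h, 60 changed in the same direction at 48 h. Across all genes tested, the log2 fold changes at both times had a rank correlation of 0.26; genes are not independent replicates. The difference between the exudate effects at 48 h and 24 h was tested as an interaction. No gene passed in edgeR, while 904 had an unadjusted p under 0.05 and DESeq2 called 19. Among TE entries none passed in edgeR, while 146 had an unadjusted p under 0.05 and DESeq2 called 9. Chance alone would give most of the 904 and of the 146, over 15031 genes and 2140 TE entries tested.

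Transposable elements are the subject of the series title, and their response to exudate was compared in the same fit. Of 2140 TE entries tested, 1 passed the edgeR threshold at 24 h. This was Ag-Jock-1 (LINE, superfamily I-Jockey), at 271 ± 45.2 CPM with exudate and 453 ± 47 CPM in mock (SD, n = 4), with a log2 fold change of -0.74 (SE 0.127, edgeR adjusted p 0.0141). It was not called without 24 h exudate replicate 2, 3 or 4 or 24 h mock replicate 2, or when only the 8 libraries compared were fitted, with edgeR adjusted p values up to 0.13. At 48 h, 1 TE entry passed, DIRS-5_SP (LTR, superfamily DIRS), at 4.47 ± 1.42 CPM with exudate and 14.1 ± 1.03 CPM in mock (SD, n = 4), with a log2 fold change of -1.65 (SE 0.285, edgeR adjusted p 0.0161). It was not called without 48 h exudate replicate 2 or 48 h mock replicate 1 or 2, or when only the 8 libraries compared were fitted, with edgeR adjusted p values up to 0.201. Without 48 h exudate replicates 1, 3 and 4 in turn, 3, 11 and 6 TE entries were called, and 2 without 48 h mock replicate 3. DESeq2 called 6 TE entries at 24 h and 40 at 48 h. By class, in the gene set test added after the data were examined (limma fry), TE entries at 24 h showed no shift past 0.05, with adjusted p values from 0.365 for RC to 0.808 for LINE. At 48 h the adjusted p was 0.0223 for each of the 4 classes, all towards lower values with exudate. The median log2 fold changes were small: -0.04 for 869 DNA entries, -0.10 for 356 LINE entries, -0.11 for 844 LTR entries and -0.04 for 69 RC entries. With library totals as the scaling, the RC median was 0.01, above 0.

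The TE table limits what these values describe. For 5 of 2140 TE entries the counts matched those of a single gene within 5% of the summed counts, and none did in 20 shuffles of the libraries. Among 1671 entries with a mean of at least 20 counts, 71 had a gene whose levels within groups correlated at 0.95 or more, and none did in any of 20 shuffles. This correlation alone did not separate a change in such an entry from a change in the gene. The shuffles removed every deviation that the genes and entries of a library share. They therefore give no baseline for unrelated genes and entries.

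The share of counts in TE entries was compared as 1 value per library. As some reads may be counted both for a gene and for a TE entry, this share need not be a share of reads. It was 5.58 ± 0.051% at 0 h, 6.20 ± 0.695% in 24 h mock, 6.76 ± 0.413% with exudate at 24 h, 6.02 ± 0.315% in 48 h mock and 6.31 ± 0.163% with exudate at 48 h (SD, n = 4). Exudate and mock differed by 0.56 percentage points at 24 h (exact permutation p = 0.229, adjusted 0.229) and by 0.29 points at 48 h (exact permutation p = 0.143, adjusted 0.191), neither past the spread between replicates. Mock at 24 h was 0.621 points above 0 h (exact permutation p = 0.114, adjusted 0.191), and mock at 48 h 0.438 points above (exact permutation p = 0.0286, adjusted 0.114), with all 4 libraries above the 4 at 0 h. Without 24 h mock replicate 4 the 24 h difference was 0.332 points, and without 24 h mock replicate 2 it was 0.838 points. Without 48 h mock replicate 3 the 48 h difference was 0.289 points from 0 h and 0.439 points for exudate. Without 24 h mock replicate 2 or 4 the exudate difference at 24 h was 0.343 or 0.849 points. A single entry, hAT-N4_ALy (DNA, superfamily hAT-Charlie), held 12.2% of all TE counts. Without it the 24 h mock share was below the 0 h share by a difference of -0.182 points (exact permutation p = 0.0286), and the 48 h difference was 0.061 points (exact permutation p = 0.457). The differences between exudate and mock without it were 0.068 points at 24 h and 0.13 points at 48 h (exact permutation p = 0.229 for both).

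**Figure D1:**
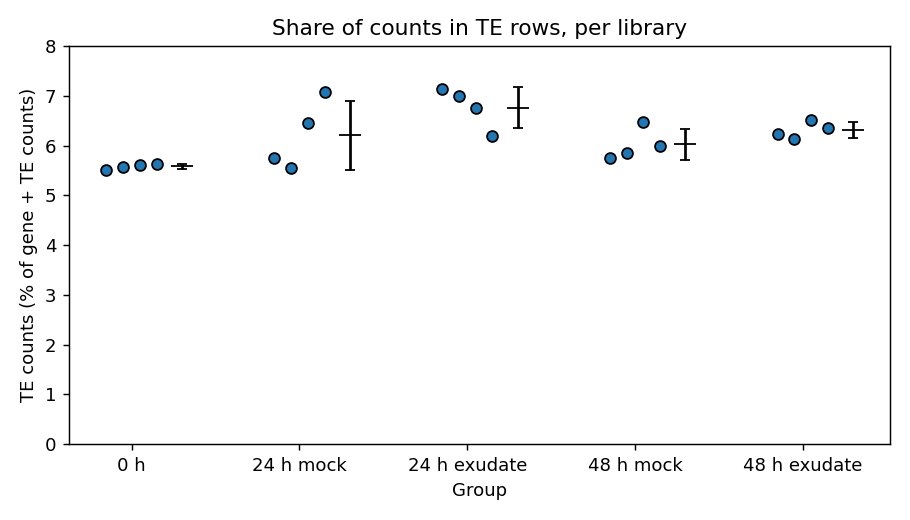
Counts in TE entries as a percent of gene plus TE counts in each of the 20 poly(A) libraries (points), with the mean and SD of each group of 4 beside them. The 0 h libraries lie between 5.52% and 5.63%, and the 24 h mock libraries spread from 5.55% to 7.07%.

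Changes with time in mock solution alone were compared with 0 h. At 24 h, 2499 of 15031 genes passed the edgeR threshold, 1329 higher and 1170 lower than at 0 h, and at 48 h 1016 genes passed, 569 higher and 447 lower. With library totals as the scaling the division moved to 795 higher and 1672 lower at 24 h, and to 441 higher and 488 lower at 48 h. Gene g19091 (contig BDIQ01000122.1, 688218 to 688612) had no counts at 0 h, where 3 counts over the group allow 0.0346 CPM, and 4.43 ± 2.39 CPM in 24 h mock (SD, n = 4), at least 128-fold higher (edgeR adjusted p 7.01e-06). Gene g4902 (contig BDIQ01000054.1, 276892 to 278211) was at 0.123 ± 0.177 CPM at 0 h, 50.6 ± 15.7 CPM in 24 h mock and 26.6 ± 16.6 CPM in 48 h mock (SD, n = 4); the log2 fold changes were 8.57 (SE 0.651, edgeR adjusted p 5.88e-09) and 7.65 (SE 0.646, edgeR adjusted p 1.24e-07). Gene g7822 (contig BDIQ01000095.1, 3265921 to 3267366) had no counts at 0 h and 1.14 ± 0.441 CPM in 48 h mock (SD, n = 4), at least 32.9-fold higher (edgeR adjusted p 0.00189). Lower at 24 h were g17095 (contig BDIQ01000057.1, 321518 to 322866), with a log2 fold change of -5.67 (SE 1.07, edgeR adjusted p 0.00069), and g12142 (contig BDIQ01000073.1, 662360 to 662902), at 11.2 ± 2.65 CPM at 0 h and 0.395 ± 0.273 CPM in mock (SD, n = 4). Lower at 48 h were g2187 (contig BDIQ01000126.1, 611187 to 611636), from 132 ± 15.2 to 2.86 ± 2.28 CPM (SD, n = 4), and g18208 (contig BDIQ01000184.1, 164135 to 164599), from 123 ± 14.5 to 4.63 ± 3.38 CPM (SD, n = 4), with edgeR adjusted p values of 1.86e-05 and 6.42e-05. None of the named genes overlapped another gene model, and each call named here for mock against 0 h held at an adjusted p of 0.05 under all 15 alternative fits. The edgeR adjusted p of g12142 was 0.0121, above the stricter threshold of 0.01. Without 0 h replicate 3 the log2 fold changes of g4902 were 9.92 at 24 h and 9 at 48 h. Without 24 h mock replicate 1 that of g12142 was -5.41 instead of -4.80, and without 48 h mock replicate 2 those of g2187 and g18208 were -6.23 and -5.36 instead of -5.53 and -4.73.

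Among 2140 TE entries, 109 differed between 24 h mock and 0 h in edgeR, 60 higher and 49 lower, and 46 differed at 48 h, 27 higher and 19 lower. The 48 h count was 29 without 0 h replicate 4 and 30 without 48 h mock replicate 1. With library totals the 24 h division was 41 higher and 73 lower, and the median over all TE entries shifted to -0.14 on the log2 scale. Harbinger-2_LSal and CryptonV-N1B_EL (both DNA) had no counts at 0 h. In 24 h mock Harbinger-2_LSal was at least 131-fold higher, at 4.51 ± 2.63 CPM, and CryptonV-N1B_EL at least 84.9-fold higher, at 2.93 ± 1.29 CPM (SD, n = 4). In 48 h mock they were at least 32.8-fold and at least 133-fold higher. Homo10 (DNA, superfamily hAT-Ac) rose from 59.0 ± 17.4 CPM to 772 ± 582 CPM at 24 h and 521 ± 195 CPM at 48 h (SD, n = 4), with log2 fold changes of 3.71 (SE 0.78) and 3.14 (SE 0.761); its 48 h call was lost without any 1 of the 4 libraries at 0 h or without 48 h mock replicate 3, with edgeR adjusted p values up to 0.106. The largest decreases at 24 h were Mariner-N2_PM (DNA) with a log2 fold change of -4.79, LINE1-56_ZM with -2.85 and Copia-10_RC-I (LTR) with -2.66, with edgeR adjusted p values of 0.032, 0.00333 and 0.000447. At 48 h they were LINE1-56_ZM with -2.26, rnd-5_family-176 (DNA) with -1.94 and ltr-1_family-10 (LTR) with -1.86, with edgeR adjusted p values of 0.034, 2.36e-07 and 0.00143. The calls for Mariner-N2_PM at 24 h and LINE1-56_ZM at 48 h were each lost under 8 of 17 alternatives, that is without any 1 of the 8 libraries compared, with edgeR adjusted p values up to 0.1 and 0.116. Without 24 h mock replicate 1 the 24 h log2 fold change of Mariner-N2_PM was -5.39, without 24 h mock replicate 2 that of LINE1-56_ZM was -3.82, and without 24 h mock replicate 4 that of Homo10 was 3.12. The counts of Mariner-N2_PM differed from those of gene g12142 by 0.74% of its total, and Homo10 and ltr-1_family-10 were among the 71 entries that tracked a gene. The gene tracked by Homo10, g7619, held 0.03 counts per count of the entry, and that tracked by ltr-1_family-10, g18520, held 1.89.

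**Figure D2:**
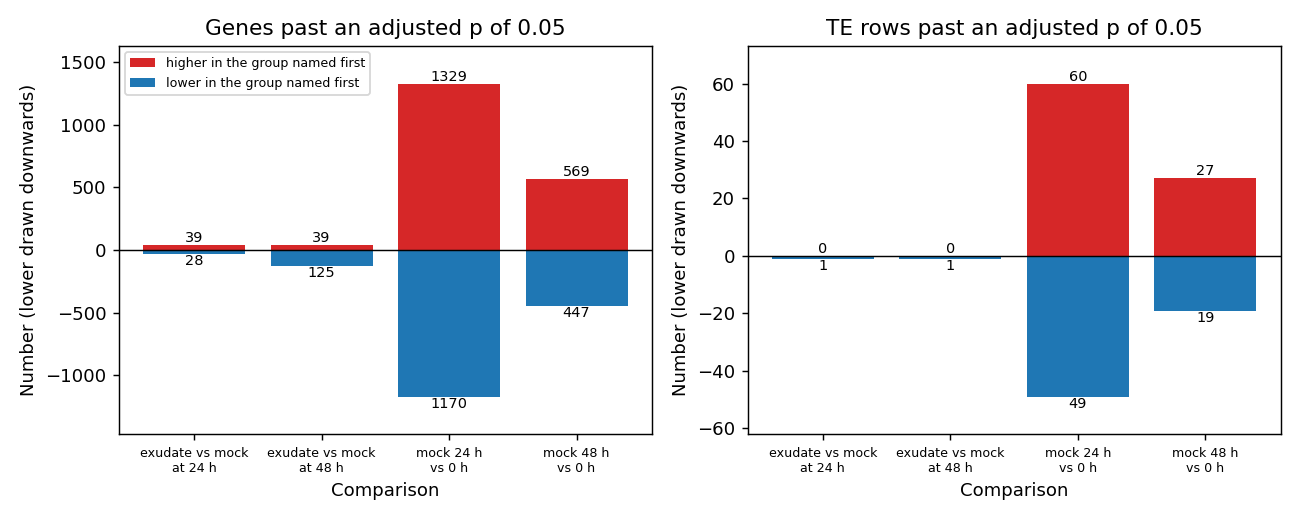
Numbers of genes (left) and TE entries (right) past an edgeR adjusted p of 0.05 in each comparison; bars upwards count those higher and bars downwards those lower in the group named first. Exudate against mock gave 67 and 164 genes, and mock against 0 h gave 2499 and 1016.

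Small RNA libraries were treated in 2 ways that were each compared with untreated controls. Oxidation with periodate alters unprotected RNA ends so that adapters are not joined to them, and the column isolates RNAs bound to Argonaute proteins. In experiment 1, 588 of 3327 loci tested passed the edgeR threshold, 206 higher and 382 lower after oxidation, and at least 2-fold changes were found in 9 higher and 214 lower loci. In experiment 2, 302 of 3313 loci passed, 64 higher and 238 lower after the column, with 6 and 227 changed at least 2-fold. These directions are relative to TMM scaling, which sets the typical locus to no change. With library totals the median locus rose by 1.23 on the log2 scale after oxidation and by 1.72 after the column, and 2837 and 2668 loci were called higher against 139 and 163 lower. Counts were concentrated in untreated libraries, where the 10 top loci held 53.3 ± 1.9% (SD, n = 4) in experiment 1 and 59.3 ± 5.7% (SD, n = 3) in experiment 2. After oxidation they held 13.8 ± 0.2% (SD, n = 4), and after the column 11.5 ± 0.4% (SD, n = 3), without overlap between treated and untreated libraries.

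**Figure D3:**
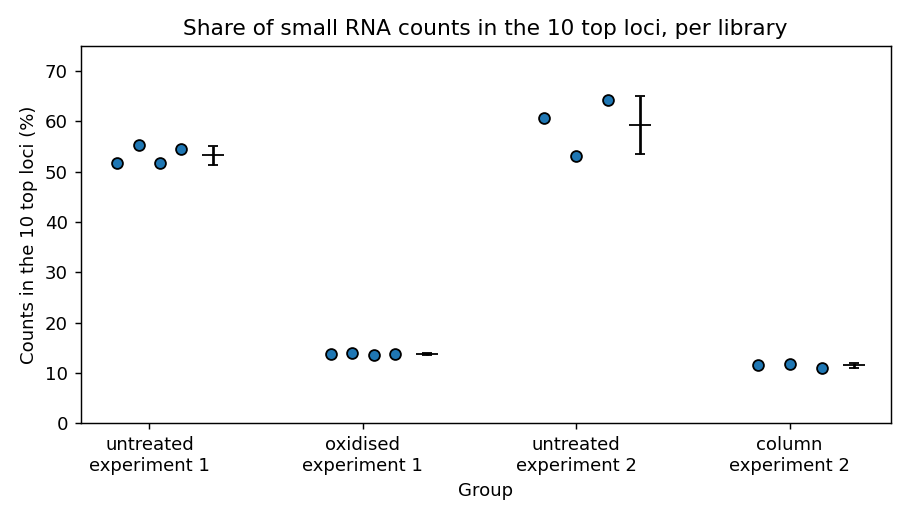
Percent of small RNA counts held by the 10 top loci of each library (points), with the mean and SD of each group beside them (4 libraries per group in experiment 1, 3 in experiment 2). Untreated libraries lie between 51.7% and 64.2%, and treated libraries between 11.02% and 14.01%.

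After oxidation the largest increases were in Cluster_111 (contig BDIQ01000010.1, 498419 to 498746), with a log2 fold change of 1.94 (SE 0.149, edgeR adjusted p 7.07e-08), and Cluster_2614 (contig BDIQ01000130.1, 3371769 to 3373205), with 1.53 (SE 0.448, edgeR adjusted p 0.0266). The call for Cluster_2614 was lost without oxidised replicate 2 or 4 or untreated replicate 1, 2 or 4, with edgeR adjusted p values up to 0.095, and at 0.148 with all 14 libraries in 1 fit. The largest decreases were in Cluster_2427 (contig BDIQ01000123.1, 3363516 to 3364021), from 1240 ± 108 to 5.38 ± 1.85 CPM (SD, n = 4), a log2 fold change of -7.89 (SE 0.147, edgeR adjusted p 6.93e-15), and Cluster_2439 on the same contig (4320490 to 4321027), from 128000 ± 25100 to 724 ± 420 CPM (SD, n = 4), with -7.47 (SE 0.363, edgeR adjusted p 2.42e-10). After the column the largest increases were in Cluster_2715 (contig BDIQ01000138.1, 384277 to 386315), with a log2 fold change of 1.23 (SE 0.23, edgeR adjusted p 0.00674), and Cluster_527 (contig BDIQ01000039.1, 1022321 to 1023552), with 1.22 (SE 0.27, edgeR adjusted p 0.0189). Without untreated replicate 2 their edgeR adjusted p values were 0.0523 and 0.102, and without untreated replicate 3 that of Cluster_527 was 0.0839. The largest decreases were in Cluster_2592 (contig BDIQ01000130.1, 2619441 to 2620674), with a log2 fold change of -11.28 (SE 0.775, edgeR adjusted p 5.14e-06), and Cluster_2745 (contig BDIQ01000138.1, 2189411 to 2189532), with -10.70 (SE 1.04, edgeR adjusted p 7e-05), or -9.66 without untreated replicate 1. The treatment of reads with several alignments is not given in the sources used here; 21 loci with over 100 counts shared identical counts in all libraries with another locus, in 10 sets, and none of the loci named was among them. Of the loci named, Cluster_111, Cluster_2614 and Cluster_2592 overlapped the genes g9391, g5517 and g5368, and the others overlapped none.

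Of 3210 loci tested in both experiments, 180 were lower after both treatments, where 27.4 were expected from independent calls, 10 were higher after both, where 3.98 were expected, and 1 changed in opposite directions. Loci differed by their deposited size call. Under TMM scaling, 88 of 359 loci with a size call of 25 (24.5%) were higher after oxidation, against 118 of 2854 loci with a call of 24 (4.13%), 0 of 100 with 23 and 0 of 8 with 22. Lower after oxidation were 6.96% with a call of 25, 11.2% with 24, 28 of 100 with 23 and 4 of 8 with 22. After the column 1.39% of 361 loci with a call of 25, 2.01% of 2834 with 24, 2 of 103 with 23 and 0 of 9 with 22 were higher, and 5.82%, 6.63%, 20 and 4 of them were lower. Loci with reads mainly from 1 strand were higher after oxidation in 13.5% of 1283 cases and lower in 9.9%, and those with both strands were higher in 1.61% of 2044 cases and lower in 12.5%. After the column 2.91% of 1307 loci with 1 strand were higher and 6.89% lower, against 1.3% and 7.38% of 2006 loci with both. These shares are relative to the scaling, and with library totals most loci were called higher.

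CpG methylation was measured in 1 nanopore library, without a control or a replicate. At 5600316 positions with at least 10 reads, 37.2% of reads were called methylated (95% Wilson interval 37.2% to 37.2%), and 35.1% of positions had a level of at least 0.5 (95% Wilson interval 35.1% to 35.2%). Most positions lay at the ends of the range: 58.9% were below 0.2, 29.8% at or above 0.8 and 11.2% between. The alternative that moved the level most was the sum of per-read probabilities, which gave 45.5%. The 2 strands of a CpG had levels that correlated at 0.938 over 2772411 sites, which are not independent replicates. The level was 19.8% within gene bodies (interval over contigs 18.5% to 21.2%, mean coverage 21.8), 48.4% within small RNA loci (39.7% to 58.2%, mean coverage 23.9) and 42.2% outside both (40.4% to 44.4%, mean coverage 21.2). Gene bodies were thus below the other two beyond these intervals, while small RNA loci and the remainder overlapped.

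Single genes were mostly either low or high: 16077 of 19933 genes had a level below 20%, 3432 had 80% or more, and 424 lay between. Of 3149 small RNA loci, 1238 were below 20%, 1507 at 80% or more and 404 between. Among 117 contigs with at least 1000 positions the median level was 39.1%. The lowest levels were 6.49% on BDIQ01000201.1 (95% Wilson interval 6.43% to 6.56%, mean coverage 197), 15.4% on BDIQ01000147.1 (15.3% to 15.6%, coverage 21.4) and 18.1% on BDIQ01000091.1 (18.04% to 18.21%, coverage 21.04). The highest were 91.7% on BDIQ01000121.1 (91.3% to 92.1%, coverage 21.7), 90.8% on BDIQ01000159.1 (90.4% to 91.2%, coverage 14.8) and 88.7% on BDIQ01000108.1 (88.3% to 89.1%, coverage 17.7).

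Methylation of gene bodies was set beside transcript levels averaged over the 20 poly(A) libraries. Across 19933 genes, which are not independent replicates, the rank correlation was -0.38. The median level was 87.4% in 2590 genes with at most 0.01 CPM, 8.1% in 2313 genes between 0.1 and 1 CPM, and 7.1% in 2968 genes above 100 CPM. No gene above 100 CPM and 50 of 6613 genes between 10 and 100 CPM had a level of 80% or more.

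**Figure D4:**
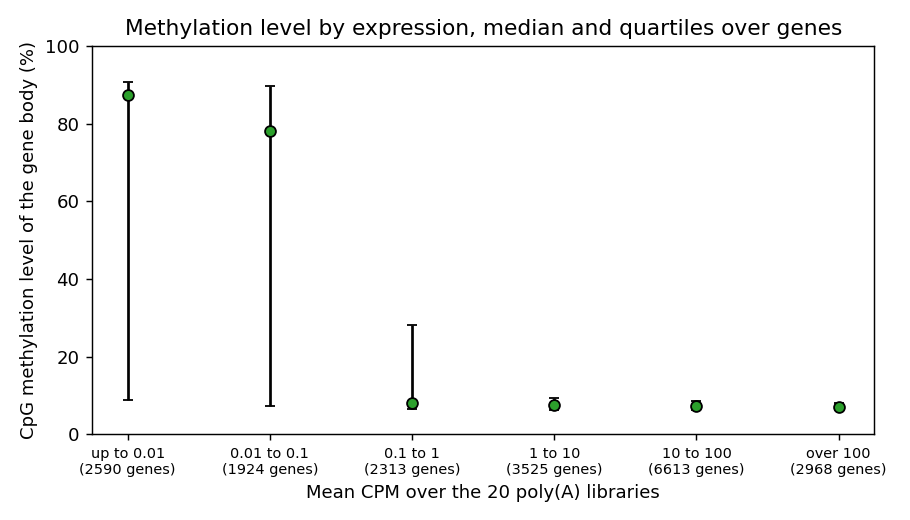
Median CpG methylation level of gene bodies (points, with bars to the quartiles over genes) by mean CPM over the 20 poly(A) libraries. The medians are 87.4% and 78.2% in the groups up to 0.1 CPM and between 7.1% and 8.1% in the groups above.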

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

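The explanations tested in this part, and the gene set test over TE classes, were chosen after the results had been seen. The measure used to find single libraries far from the rest of their group, the gap to the nearest library over the range of the group of 4, marks about 1 in 20 groups by chance.

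Exudate replicate 1 at 48 h had counts for 13998 genes and 1763 TE entries, against 14982 to 15151 genes and 2046 to 2083 TE entries in the other exudate libraries of that time. These were the 2 groups past the critical gap ratio of 0.829 among 36 groups of library measures. Lower depth is argued against by 7 libraries with a smaller total and more genes with counts. A few genes taking most of the counts is argued against by 18 libraries whose 10 top genes took a larger share and which still had more genes with counts. A wrong label is argued against by its deviations over genes above 10 CPM, which correlated at 0.57 with its own group and at most at 0.08 with any other. What stays open is a library with fewer distinct molecules behind its reads: of 1351 genes at 0.3 to 1 CPM, 46.6% had counts in it, against 65.1% to 87.9% in the other libraries, while the summed CPM of those genes was 1049, above the range of 647 to 905 in the others. A candidate explanation is therefore a loss of molecules before amplification, and a biological difference of that sample was not tested. Without this library 87 genes were called for exudate against mock at 48 h, instead of 164.

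Single libraries also stood apart for items named in the report. In 48 h mock replicate 2, g15493 was at 209 CPM against 22.9 to 28.95 CPM in the other mock libraries, and g4902 at 51.3 CPM against 15.6 to 20.2 CPM. In 48 h exudate replicate 3, g15493 was at 6.96 CPM and g12925 at 0.904 CPM, with 0 in the other 3 libraries. In 24 h exudate replicate 1, g18058 was at 6.83 CPM against 13.4 to 14.04 CPM. In 48 h mock replicate 1, g19091 was at 0.469 CPM against 1.20 to 1.32 CPM, and in 48 h mock replicate 4, DIRS-5_SP was at 12.5 CPM against 14.5 to 14.7 CPM. Together 7 of 69 groups tested for named items passed the critical gap, where chance gives 3.45 (one-sided exact binomial p = 0.057, with the groups taken as independent, which they are not). Chance gaps cannot be told apart from real differences between libraries at this number of groups. Without 48 h mock replicate 2 the edgeR adjusted p of g15493 was 0.142, in a range up to 0.155 over its alternatives, and its log2 fold change was -3.90 instead of -5.38. Without 48 h exudate replicate 3 no exudate counts remained for g15493 and g12925, which were then at least 1405-fold and at least 150-fold lower with exudate, against a floor of 3 counts over the other 3 libraries. These limits rest on mock replicate 2, and were 503-fold and 65.5-fold with it left out as well. They cover counting error only and do not hold for the whole exudate group, where replicate 3 had counts. The calls for g4902 at both times and for g19091 at 24 h held at an adjusted p of 0.05 under all 15 alternative fits, while g18058 lost its call under 7 of 15, though not without 24 h exudate replicate 1, and DIRS-5_SP under 4 of 17, though not without 48 h mock replicate 4. No biological explanation was tested.

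The exudate effect on TE classes differed between 48 h and 24 h for 2 of 4 classes, by the interaction in limma's fry with adjusted p 0.0223 for DNA and 0.0223 for RC. The median log2 differences were -0.10 over 869 DNA entries and -0.14 over 69 RC entries, and all 4 class medians were below 0 under each scaling tried. LINE and LTR did not pass, with adjusted p values of 0.0585 and 0.15. No single TE entry passed the interaction in edgeR, with 146 at an unadjusted p under 0.05 and 9 called by DESeq2. Most of these 146 would be expected by chance over 2140 entries. At 48 h each class was lower with exudate, and at 24 h no class passed. If the library with few genes detected were the whole cause, no class should pass without it. In limma's fry 3 of 4 classes still passed for exudate against mock at 48 h (DNA 0.0365, LINE 0.0496 and RC 0.0496), which argues against it for these 3. The medians of LINE and RC depended on that library, though. Without it the LINE median moved from -0.10 to -0.06 and the RC median from -0.04 to -0.08, while the DNA median stayed at -0.04. LTR had an adjusted p of 0.0709 with a median of -0.10, so for LTR it stays open whether fewer libraries or that library lost the call. For the interaction without it, DNA had an adjusted p of 0.028 and RC 0.0496. If the scaling were the cause, the class medians at 48 h should not stay below 0 with library totals, but 3 of 4 did, with DNA at -0.01 close to 0 and RC at 0.01. The scaling cannot be told apart from an effect of exudate here, because the median over all TE entries at 48 h moved from -0.07 to -0.03 with library totals. An effect of exudate that differs in time stays among the open explanations, untested.

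The gene table holds counts in 2 columns that match no sample label. Column a, the first in the order of the table, held 2527574 counts over 11929 genes and column b 933039 counts over 12062 genes, above the 3 counts that a count of 0 allows. Their correlations with the 20 libraries, over genes on a log2 scale, lay between 0.847 and 0.871 for column a and between 0.898 and 0.91 for column b. Their headings contain the name ColMaize, which is not explained in the sources used here. No explanation, technical or biological, was tested for them.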

How the results depend on the processing

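The alternatives were fixed before the data were examined, except the methylation level from summed probabilities, which was chosen after the data were seen, as were the tests of other divisions of the libraries. Under RLE factors and under the filter at 1 CPM each count of genes, TE entries and loci stayed within 1.5 times the reported one.

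For exudate against mock, fitting only the libraries compared gave 18 genes instead of 67 at 24 h and 40 instead of 164 at 48 h, of which 15 and 38 were the same genes, and 0 TE entries at both times instead of 1. The same alternative gave more calls for mock against 0 h, with 2687 genes at 24 h and 1352 at 48 h and 139 and 51 TE entries, so the cause of the drop is open; it was not tested. The threshold of 0.01, stricter by construction, left 23 genes at 24 h, 49 at 48 h, 1500 for mock at 24 h and 534 for mock at 48 h; among TE entries it left 0, 0, 61 and 27, and 382 loci for oxidation. DESeq2 called 294 genes at 24 h, 438 at 48 h and 19 for the interaction. These include all 67 and all 164 genes called by edgeR. Among TE entries DESeq2 called 6 at 24 h, 40 at 48 h, 9 for the interaction, 166 for mock at 24 h and 72 for mock at 48 h. Without a filter, TE entries called were 2 at 24 h, 14 at 48 h and 1 for the interaction. At 48 h TMM factors from the TE table gave 3 TE entries and a joint fit with genes 5. The cause was not tested for DESeq2, the filter or these scalings.

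Leaving out 1 library at a time gave 28 to 232 genes for exudate at 24 h. Past 1.5 times the reported 67 were the fits without exudate replicate 1 (41) or 3 (32) and without mock replicate 1 (28), 2 (42), 3 (37) or 4 (232). At 48 h the range was 79 to 229 genes, with 87 without exudate replicate 1, 101 without exudate replicate 4, 79 without mock replicate 2 and 87 without mock replicate 4. For TE entries the ranges were 0 to 1 at 24 h (0 without exudate replicate 2, 3 or 4 or mock replicate 2) and 0 to 11 at 48 h. The 48 h count was 11 without exudate replicate 3, 6 without exudate replicate 4, 3 without exudate replicate 1, 2 without mock replicate 3, and 0 without exudate replicate 2 or mock replicate 1 or 2. For the interaction the ranges were 0 to 1 gene, with 1 without 48 h exudate replicate 4, and 0 to 1 TE entry, with 1 without 48 h exudate replicate 3 and 1 without 48 h mock replicate 4. For mock at 48 h, 29 to 43 TE entries were called, with 29 without 0 h replicate 4 and 30 without 48 h mock replicate 1. Ranges within 1.5 times were 1912 to 2263 genes and 75 to 104 TE entries for mock at 24 h, 722 to 948 genes for mock at 48 h, 474 to 572 loci for oxidation and 238 to 294 for the column. Why single libraries weigh so much for exudate is open, and the cause was not tested.

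For small RNAs, library totals gave 2976 loci for oxidation (2837 higher, 139 lower) and 2831 for the column (2668 higher, 163 lower), since the median locus then shifts by 1.23 and 1.72. In 1 fit of all 14 libraries the column comparison called 789 loci (510 higher, 279 lower); the cause was not tested. With library totals the genes called for mock at 24 h were 795 higher and 1672 lower, and for mock at 48 h 441 higher and 488 lower.

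The TE share difference for mock at 24 h reversed to -0.182 points without hAT-N4_ALy (exact permutation p = 0.0286), and passed the unadjusted threshold at 0.751 points over gene counts without the 10 most abundant genes (exact permutation p = 0.0286). For mock at 48 h it fell short at 0.061 points without hAT-N4_ALy (exact permutation p = 0.457), so that entry carries these differences. Those for exudate, not past the spread as reported, shrank without it to 0.068 points at 24 h and 0.13 points at 48 h (exact permutation p = 0.229 for both). With a library left out, the difference lay between 0.332 and 0.838 for mock at 24 h, where the fit without mock replicate 2 (0.838) passed at exact permutation p = 0.0286 and the fit without mock replicate 4 gave 0.332. It lay between 0.289 and 0.526 for mock at 48 h, where leaving out any 0 h library gave an exact permutation p of 0.0571 and leaving out mock replicate 3 gave 0.289. For exudate at 48 h it lay between 0.202 and 0.439, with 0.439 without mock replicate 3 at exact permutation p = 0.0286. For exudate at 24 h it lay between 0.343 and 0.849, with 0.343 without mock replicate 2 and 0.849 without mock replicate 4. After adjustment over the 4 comparisons none passed as reported.

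Replicate numbers did not pair the poly(A) samples over all groups. Over 40 same-numbered pairs the deviations from the group means had a median correlation of 0.015, between -0.06 and 0.28, and 2 pairs passed 0.1. Between 24 h and 48 h mock the correlations for replicates 1 to 4 were 0.06, 0.28, 0.1 and 0.1. Pairing of these groups was therefore not excluded. Pairs with different numbers were not used as a baseline. The correlations for the 4 oxidation pairs were 0.09, 0.01, 0.06 and -0.01. With the replicate block the fits called 95 genes for exudate at 24 h, 176 at 48 h, 0 for the interaction, 2503 for mock at 24 h and 1104 for mock at 48 h. Among TE entries they called 1, 3, 0, 108 and 47, and for oxidation 659 loci. For the TE share the block leaves differences of 0.56, 0.29, 0.621 and 0.438 points with exact sign-flip permutation p values of 0.375, 0.125, 0.25 and 0.125; since 0.125 is the smallest p this test can give, it says nothing of the 48 h differences of 0.29 for exudate and 0.438 for mock. No paired analysis was possible for the column comparison, because the column libraries carry no replicate numbers, nor for methylation, with 1 library.

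The threshold of 0.01 was applied to counts only. Of 639 alternative values for 42 named log2 fold changes, none reversed, 564 kept their direction and call and 75, over 16 of the changes, lost the call with the same direction.

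Methylation values moved beyond their Wilson intervals under each alternative, at times by less than the printed digits show, since these intervals are narrow. Against the wider intervals over contigs, gene bodies left theirs only with summed probabilities, small RNA loci under no alternative, and the remainder with a coverage minimum of 20 and with summed probabilities. With a coverage minimum of 5 the level was 37.3%, the share of methylated positions 35.5%, and gene bodies, small RNA loci and the remainder were at 19.8%, 48.4% and 42.2%. With a minimum of 20 these were 38.8%, 37.4%, 20.3%, 48.1% and 44.4%. Unweighted means gave 36.4% for the level and 19.4%, 51.1% and 41.0% for gene bodies, small RNA loci and the remainder, and give no separate value for the share, which is unweighted as reported. Summed probabilities gave 45.5%, 34.8%, 52.4% and 48.5%. Counting positions as methylated from a level of 0.8 gave 29.8%, and from 0.2 it gave 41.1%. Gene bodies stayed lowest and small RNA loci highest under each alternative for which their levels are given here, which leaves out the 0.8 and 0.2 levels. The cause was not tested.

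In other divisions of the 8 libraries compared, 35 in number with the real one, the real division gave most genes: 67 against at most 22 at 24 h, 164 against at most 2 at 48 h, 2499 against 0 for mock at 24 h and 1016 against 0 for mock at 48 h, each 1 of 35. For TE entries it was 1 of 35 for mock at 24 h (109 against at most 1) and for mock at 48 h (46 against 0). For oxidation it was 1 of 35 (588 loci against 0). Chance is argued against for these. For the TE entry at 24 h it was also 1 of 35, but with 1 call against 0, and the call was lost under 5 of 17 alternatives, so this count alone carries little weight. For the TE entry at 48 h, 2 of 35 divisions gave as many (1 against at most 1), so chance cannot be excluded. For the interaction 0 genes and 0 TE entries were called, so each of the 60 divisions drawn gave as many by construction, with at most 1 gene and 2 TE entries, and this count decides nothing. For the column, 1 of 10 divisions gave as many as the 302 loci, with 0 in the others, and 10 divisions are too few to exclude chance by this count.

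Of simulated 2-fold changes in TE entries, 31.3% were recovered for exudate at 24 h and at 48 h, 23.9% for mock at 24 h and 44.8% for mock at 48 h, so the absence of a call does not show the absence of a change at this depth.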

Other observations

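In this part the tests of lower methylation in more expressed genes were set before their results were seen, and the other tests were chosen afterwards.

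Small RNA counts in untreated libraries were concentrated in few loci. Loci near rRNA markers, 16 in number, took 38.3% to 45.2% of counts in untreated libraries of experiment 1 and 28.3% to 39.0% in those of experiment 2, against 2.91% to 6.37% after oxidation and 0.29% to 0.34% after the column. Fragments of rRNA are thus a likely part of the concentration. They are not all of it, since among the other loci the 10 top ones still held 31.0% and 49.8% on average in untreated libraries, against 14.1% after oxidation and 11.5% after the column. Shallower untreated libraries as the cause are argued against by 4 pairs of an untreated and a treated library of 1 experiment in which the untreated one was deeper.

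The 180 loci lower after both treatments held 61.9% of all counts in untreated libraries of experiment 1 and 71.8% in those of experiment 2. Of these loci 59.4% lay on a gene above 10 CPM or near an rRNA marker, against 10.2% of 3030 other loci, and all 16 loci near rRNA markers were among them. Their median methylation level was 7.4%, against 80.8% for the other loci. This is consistent with many of them holding breakdown products of abundant transcripts, which neither treatment would keep, but small RNAs made from expressed genes were not tested apart from this.

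The differences in TE share between mock and 0 h rested on hAT-N4_ALy, which held 12.2% of all TE counts, and those between exudate and mock shrank without it, from 0.56 to 0.068 points at 24 h and from 0.29 to 0.13 points at 48 h. TE entries that count reads of gene transcripts are a candidate explanation. Within 5%, 5 entries matched the counts of 1 gene, against none after shuffling, which gives no baseline for unrelated genes. This entry was not among them, so the matches leave the question open. It was among the 71 entries that tracked a gene within groups, at 2.35 to 3.61 times the counts of that gene. Transcripts of the element and reads shared with that gene cannot be told apart, because the counting of the TE table is not given in the sources used here.

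Within 9689 genes above 10 CPM, the 832639 positions with a level below 0.5 had a methylation level of 6.82% together. If miscalls tied to the sequence were the cause, low levels should follow the sequence around a site more than the site itself. Among these positions, levels at 2 sites with the same 17 bases correlated at 0.5 over 22941 pairs, while the 2 strands of a CpG correlated at 0.05 over 411770 pairs. A level near 7% may therefore be the background of the calls, which the levels in the report include. True methylation at that level was not excluded.

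The contig with the lowest level, BDIQ01000201.1, had a coverage 9.2 times the median over contigs, which is consistent with a sequence present in many copies. It is 95585 bp long with 39 genes. No biological explanation was tested.

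Lower methylation in more expressed genes, with a rank correlation of -0.38 across genes, was tested against 3 technical explanations. Within 5 equal groups of genes by the number of CpG positions the weakest correlation was -0.33, within 5 by nanopore coverage it was -0.29, and over 9324 genes whose counts were whole in all libraries it was -0.39. The number of positions, the coverage and the division of reads between repeated genes are each argued against as the whole cause. Silencing of methylated genes may underlie the pattern, as a hypothesis; gene models that lie within repeats were not tested, since the sources used here give no positions for TE entries.

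The 24 h and 48 h mock libraries of replicate 2 deviated together from their group means, with a correlation over genes of 0.28, the highest of 40 same-numbered pairs. The 24 h exudate library of replicate 2 correlated with them at 0.11 and 0.09. A batch of all replicate 2 libraries is argued against by the other pairs of that number, whose median correlation was -0.01, with the 0 h and 48 h exudate libraries at most at 0.05 with any other. A batch shared by some of these libraries was not tested.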
